# Network analyses elucidate the role of SMYD3 in esophageal squamous cell carcinoma

**DOI:** 10.1002/2211-5463.12251

**Published:** 2017-07-03

**Authors:** Xinning Liu, Zhoude Zheng, Chuhong Chen, Simin Guo, Zhennan Liao, Yue Li, Ying Zhu, Haiying Zou, Jianyi Wu, Wenming Xie, Pixian Zhang, Liyan Xu, Bingli Wu, Enmin Li

**Keywords:** functional enrichment annotation, protein–protein interaction network, SMYD3

## Abstract

SMYD3 is a member of the SET and myeloid‐Nervy‐DEAF‐1 (MYND) domain‐containing protein family of methyltransferases, which are known to play critical roles in carcinogenesis. Expression of SMYD3 is elevated in various cancers, including esophageal squamous cell carcinoma (ESCC), and is correlated with the survival time of patients with ESCC. Here, we dissect gene expression data, from a previously described KYSE150 ESCC cell line in which SMYD3 had been knocked down, by integration with the protein–protein interaction (PPI) network, to find the new potential biological roles of SMYD3 and subsequent target genes. By construction of a specific PPI network, differentially expressed genes (DEGs), following SMYD3 knockdown, were identified as interacting with thousands of neighboring proteins. Enrichment analyses from the DAVID Functional Annotation Chart found significant Gene Ontology (GO) terms associated with transcription activities, which were closely related to SMYD3 function. For example, YAP1 and GATA3 might be a target gene for SMYD3 to regulate transcription. Enrichment annotation of the total DEG PPI network by GO ‘Biological Process’ generated a connected functional map and found 532 significant terms, including known and potential biological roles of SMYD3 protein, such as expression regulation, signal transduction, cell cycle, cell metastasis, and invasion. Subcellular localization analyses found that DEGs and their interacting proteins were distributed in multiple layers, which might reflect the intricate biological processes at the spatial level. Our analysis of the PPI network has provided important clues for future detection of the biological roles and mechanisms, as well as the target genes of SMYD3.

**Abbreviations**
DEGs: differentially expressed genes
GO: Gene Ontology
PPI: protein–protein interaction
SMYD3: SET and MYND domain‐containing 3

Methylation of histone proteins plays a pivotal role in the regulation of a wide range of biological processes. SET and myeloid‐Nervy‐DEAF‐1 (MYND) domain‐containing protein (SMYD) is a methyltransferase family that includes SMYD1, SMYD2, SMYD3, SMYD4, and SMYD5 and has been found to play critical roles in human carcinogenesis. Altered expression of SMYD3 is associated with the progression of several solid tumors, including bladder cancer 1, glioma 2, gastric cancer 3, and prostate cancer 4. Sarris *et al*. 5 found a significant correlation between elevated expression of SMYD3 and the incidence of both hepatocellular carcinoma and colorectal cancer. Several trials have explored the effects of SMYD3 overexpression on proliferation, viability, cancer cell migration, and invasion 6, 7, 8, 9, 10. The series of elegant experiments suggested that SMYD3 could serve as a potential biomarker for clinically aggressive disease and an attractive therapeutic target. The biological roles for SMYD3 are numerous and far beyond its transactivation activity. Thus, more attention directed toward other roles remains necessary.

Network‐based analysis of protein–protein interactions (PPI) refers to the association among protein molecules and the study of these associations from the aspects of biochemistry, signal transduction, and biomolecular networks. Proteins do not work alone, interacting with other proteins in the biological context of specific functions 11. In recent years, integrated analysis of large‐scale gene expression data, or other high‐throughput data, with the PPI network has received great attention to elucidate biological processes 12. Integration analyses with the PPI network provide a number of applications, such as protein interaction prediction, disease candidate genes identification, protein function prediction, functional protein module identification, protein complex, and drug target identification 13.

In our previous study, we found that SMYD3 expression is frequently upregulated in human esophageal squamous cell carcinoma (ESCC) tissues, correlating with overall survival of patients with ESCC 14. RNAi‐mediated knockdown of SMYD3 suppressed ESCC cell proliferation, migration, and invasion *in vitro* and inhibited local tumor invasion *in vivo* 14. Future analyses should be carried out beyond the mere listing of differentially expressed genes (DEGs) after microarray experiments or other high‐throughput experiments. It would be helpful to explain the biological roles or biological phenotype of target genes, especially when more and more spatial or temporal interactions between proteins are obtained from the public databases. In this study, we analyzed DEGs, following SMYD3 knockdown in ESCC cells, by applying PPI network analysis.

## Materials and methods

### Expression of SMYD3 in ESCC from TCGA data

Expression data of esophageal carcinoma (TCGA_ESCA_exp_HiSeq‐2015‐02‐24) were downloaded from TCGA (https://cancergenome.nih.gov/), which contained level 3 expression of 89 cases of ESCC by RNA‐seq. The X‐tile program 3.6.1 15, to define the optimal cutoff point for the expression level for SMYD3, was used to classify patients with ESCC into two groups, high and low SMYD3 expression, following the Kaplan–Meier survival analysis and log‐rank test by SPSS 13.0 software (version 13.0; SPSS, Inc., Chicago, IL, USA).

### The expression profile and differentially expressed genes

SMYD3 was knocked down as described in our previous study 14. Briefly, shRNA sequences targeting SMYD3 were ligated into the pGLV3/H1/GFP/+ Puro vector and transfected into the KYSE150 ESCC cell line. KYSE150 cells were transfected with an empty plasmid as a control. SMYD3 knockdown was confirmed by both QRT‐PCR and western blot, and the mRNA expression profile was analyzed with the GeneChip® PrimeView™ Human Gene Expression Array (Affymetrix, Santa Clara, CA, USA). Raw data were treated by normalization and log transformation. Both raw and treated expression data have been submitted to the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/) and were assigned as GSE85419. A threshold of twofold change was set for DEGs in this study.

### Construction of the PPI network

Currently known human PPI data are available from the newest releases of the following databases: HPRD (http://www.hprd.org/), BioGRID (http://thebiogrid.org/), DIP (http://dip.doe-mbi.ucla.edu/dip/Main.cgi), and IntAct (http://www.ebi.ac.uk/intact/). These physical protein interactions were collected from public reports of both low‐throughput and high‐throughput experimental results, providing high confidence for the following analyses, such as disease researches integrated with the human PPI network 16, 17.

At first, we manually integrated the data to obtain a unique dataset of interactions for the Homo sapiens species. These unique PPI data were considered as a curated parental PPI network, containing 18 644 unique proteins and 199 411 interactions, which was applied for new or child PPI network construction. Cytoscape software has been widely applied for visualization, data integration, and analyses of PPI networks, as it provides update plugins to meet the needs of large‐scale data analyses 18. In Cytoscape, for visualization as graphs, PPI networks are presented with nodes as proteins and the edges as their interactions. First, the total DEGs, downregulated DEGs, and upregulated DEGs were mapped to the parental PPI network, and extracted their first class interacting neighbors to construct three PPI subnetworks. To increase the reliability and reduce the unnecessary connections, the network reconstruction was limited to the first interacting protein neighbors of these DEGs. Second, to detect the axis of SMYD3‐neighboring proteins, SMYD3 was used as the query node to construct a SMYD3‐central PPI network. Third, a subnetwork was created to detect the internal interactions between DEGs by mapping all DEGs to the parental PPI network.

### Analyses of PPI network topological parameters

The analyses of multiple topological parameters of networks were carried out by NetworkAnalyzer 19. The network topological parameters are important characters to understand the organization of complex networks, such as the PPI network 20. The degree is defined as the number of one node's directly interacting protein neighbors in the PPI network. One of most important network topological characteristics is that the degree distribution follows a scale‐free power law distribution for many large networks, such as the PPI network or social network. In this study, the power law of distribution of node degrees was analyzed by the method in our previous report 21.

The three new PPI subnetworks were treated as undirected in this study. The degree distribution *P*(*k*) of a large‐scale network is defined as the fraction of nodes in the network with degree *k*. The pattern of their dependencies can be visualized by fitting a line on the node degree distribution data. NetworkAnalyzer calculates the positive coordinate value for fitting the line where the power law curve of the form *y* = β*x* ^*a*^. *R* ^2^ value is a statistical measure of the linearity of the curve fit and used to quantify the fit to the power line. When the fit is good, the *R* ^2^ value is very close to 1. Moreover, many topological parameters were also analyzed and shown, as they indicate the network properties.

### Gene functional enrichment analyses

The Functional Annotation Chart in DAVID (http://david.abcc.ncifcrf.gov/) is able to examine the significance of gene‐term enrichment by the application of a modified Fisher's exact test 22. The chart covers 40 annotation categories, including GO terms, protein functional domains, pathways, sequence features, disease associations, homology, gene functional summaries, and literature. Terms from the Functional Annotation Chart with *P* < 0.05 were visualized by Enrichment Map 23, which organizes the enriched overlapped gene sets into a network.

### Generation of the functional annotation map

The total DEG PPI network was annotated by Gene Ontology (GO) for the mining of enriched GO ‘Biological Process’ terms using the ClueGO plugin, which creates a functionally and hierarchical organized GO/pathway term network 24. The enriched annotated terms with a *P*‐value < 0.001 were defined as significant. To visualize the relationship between GO terms, a kappa score, reflecting the overlapping number between terms, was set to 0.3 as the threshold.

### Subcellular classes of the total DEG PPI network

The subcellular localization for proteins in the total DEG PPI network was obtained from the ‘GENE‐ONTOLOGY annotation file’ in the HPRD database, which was curated and imported into the network as a node attribute. For the localizations of several proteins that were annotated by multiple locations, including proteins that might translocate into the nucleus (e.g., both in cytoplasm and in nucleus), these localizations were merged (e.g., cytoplasm/nucleus). Cerebral program is able to separate the nodes in the total DEG PPI network into multiple layers according to their subcellular localization remaining their interactions, generating a pathway‐like graph 25.

## Results

### Correlation of SMYD3 with survival of patients with ESCC

Although we previously found that SMYD3 is overexpressed in patients with ESCC from China, we applied another dataset as a validation cohort. By X‐tile, patients with ESCC were classified into two groups according to the expression level of SMYD3 (*P* < 0.001; Fig. 1A). Compared with patients with high SYMD3 expression, ESCC patients with lower SYMD3 had a longer survival time (*P* = 0.014), consistent with our previous report (Fig. 1B).

**Figure 1:**
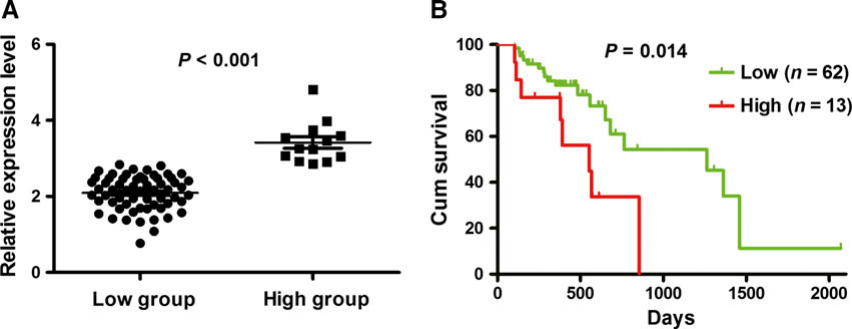
Expression of SMYD3 correlates with survival of patients with ESCC. (A) The significant difference between low and high expression level of SMYD3. (B) The lower expression level of SYMD3 favors a long survival time for patients with ESCC.

### The construction of three DEG PPI networks

Using twofold as the threshold, we identified 238 DEGs (85 upregulated genes and 153 downregulated genes) from the mRNA expression microarray of SMYD3‐knockdown ESCC cells. 

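The mRNA expression profile came from 2 PrimeView arrays, 1 of KYSE150 cells with the vector control and 1 of KYSE150 cells with SMYD3 knockdown. KYSE150 is an established human ESCC cell line. A PrimeView array measures each transcript with a probe set, a group of short probes, and many genes have several probe sets. The methods describe transfection of the shRNA vector, with an empty plasmid as the control. The sample labels instead describe infection with a mixture of 2 SMYD3 shRNA lentiviruses, a purchased control shRNA, and passage or harvest after 72 h. They also give 500 ng of RNA per labelling reaction. The deposited values are log2 signals that the authors normalized with RMA, which corrects the background, normalizes between arrays and summarizes the probes of each probe set. Each array held 49495 probe sets, with a median of 7.54 in both and quartiles of 5.90 and 9.41 in the control and 5.89 and 9.42 in the knockdown. A signal of at least 6 was found for 73.7% of probe sets in the control and 73.4% in the knockdown. The 23 background probe sets ran from 2.81 to 11.92 in the control, so that no single level separated signal from background. None of them differed by more than 0.08 between the arrays, and the 6 actin and GAPDH control probe sets differed by at most 0.09. A single gene symbol was paired with 44994 probe sets, which gave 18132 genes, and each gene was represented by its brightest probe set, the one with the highest mean of the 2 arrays. Differences are knockdown minus control on the log2 scale. With 1 array per condition there is no spread between replicates and no p-value, and every difference describes these 2 arrays. The number of arrays limits the precision. As a yardstick, the differences of probe sets of the same gene had a pooled SD of 0.18 over 8639 genes, which is not a replicate error. Gene lists were compared with 10000 random lists of the same size and similar mean expression.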

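SMYD3, the target of the shRNA, had a log2 signal of 10.82 in the control and 9.18 in the knockdown, a 3.12-fold decrease at its brightest probe set. Its other probe set was dim and differed by −0.14. Of the 18132 genes, 43 were at least 2-fold higher and 79 at least 2-fold lower after knockdown. The largest decrease was that of ALPP, which encodes placental alkaline phosphatase, at −3.85 on the log2 scale. PDCD1LG2, which encodes the immune checkpoint ligand PD-L2, differed by −2.44, with its 4 probe sets between −0.32 and −2.44. CLIC3, an intracellular chloride channel protein, differed by −1.96 and NNMT, a nicotinamide methyltransferase, by −1.80, with 1 probe set each. OLR1, a receptor for oxidized low-density lipoprotein, differed by −1.78 at its brightest probe set and by −0.79 to −0.99 at its others. LYG1, NEURL1B and ERP27, with 1 probe set each, lay between −1.62 and −1.88. NEURL1 differed by −1.75 at its brightest probe set and by −0.16 to −0.39 at its other 3. The largest increase was that of TMPRSS11E, a serine protease of squamous epithelia, at 2.59. DKK3, a secreted protein of the Dickkopf family, was higher by 1.60, and PTGS2, the inducible cyclooxygenase, by 1.54. HAS3, a hyaluronan synthase, PLAU, the urokinase plasminogen activator, and LAMB3, a laminin chain of the epithelial basement membrane, were higher by 1.44, 1.41 and 1.40. With the mean of all their probe sets, DKK3, PTGS2 and HAS3 were within 2-fold, at 0.84, 0.91 and 0.72. CASP1, the protease that activates interleukin-1β, was higher by 1.32. Most genes differed little, and 94.4% lay within 0.5 of no difference. Where a gene was counted by whichever of its probe sets differed most, 77 genes were at least 2-fold higher and 137 at least 2-fold lower.

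**Figure D1:**
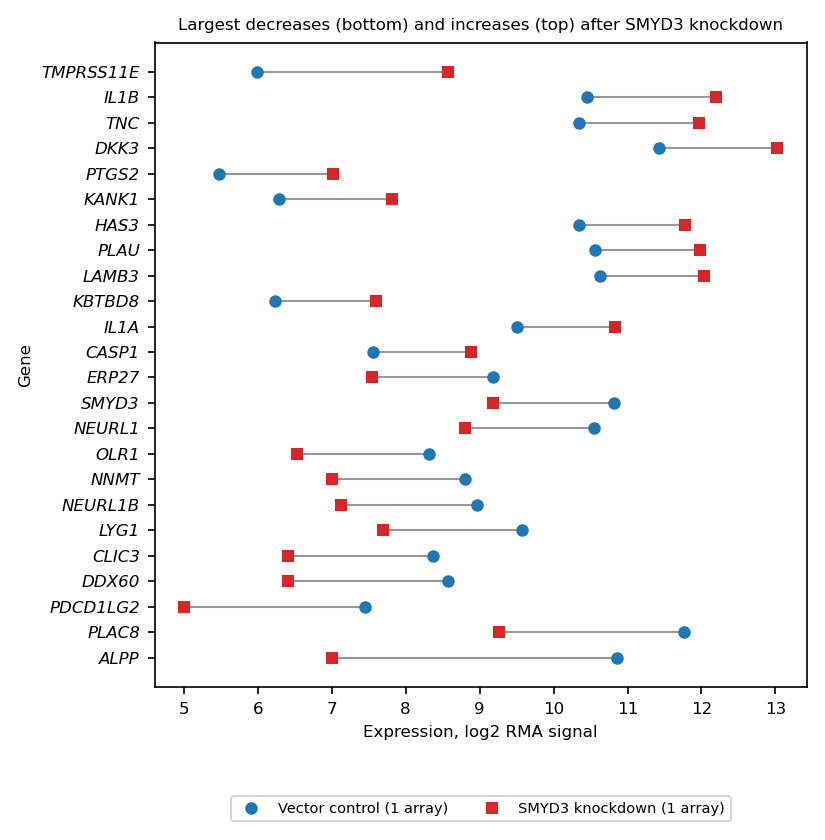
Log2 RMA signal (x axis) in the vector control (circles) and the SMYD3 knockdown (squares), 1 array each, for the 12 genes with the largest increase and the 12 with the largest decrease (y axis) among genes with a mean signal of at least 6 and no probe set of that level in the opposite direction. ALPP went from 10.85 to 7.01 and TMPRSS11E from 5.99 to 8.57; SMYD3 is among the decreases.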

In order to provide a landscape of what and how the DEGs participate in cellular biological activities, we constructed a full view of their interaction proteins to shed light on their functions, as well as the biological role of SMYD3 in ESCC. The PPI datasets from several acknowledged interaction databases collected from the literature provide original and credible data for performing research. By mapping the total, downregulated, and upregulated DEGs to the parental PPI network and extracting their first interacting neighbors, three sub‐PPI networks were generated.

As shown in Fig. 2A, the total DEG PPI subnetwork contained 4426 nodes and 82 039 edges, including 204 DEGs. The literature reports that 129 downregulated DEGs have interacting proteins to form a sub‐PPI network composed of 2963 nodes and 58 833 edges (Fig. 2B). Third, 85 upregulated proteins formed a PPI subnetwork containing 2176 nodes and 37 238 edges (Fig. 2C). These three PPI subnetworks suggested that the knockdown of SMYD3 tremendously disturbs the protein activities in ESCC, as more than 200 DEGs, resulting from SMYD3 knockdown, were capable of broadly influencing biological processes through the interactions with thousands of other proteins.

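Genes of DNA replication were lower after SMYD3 knockdown by small amounts that ran across the group. Of 36 genes of S phase and DNA replication, 29 were lower and 7 higher, none by 2-fold at the brightest probe set (1 higher and 1 lower by any), with a median log2 difference of −0.16, and 0 of 10000 random lists were as low. Within it, named after their values were seen, E2F8, a repressor of the E2F family, differed by −0.89, UHRF1, which maintains DNA methylation, by −0.67, and TYMS, the thymidylate synthase, by −0.52. Of 34 genes of G2/M and mitosis, 26 were lower, with a median of −0.10, and 18 of 10000 random lists were as low, against 423 when any probe set was counted. Of 18 genes of cholesterol biosynthesis, 14 were lower, none by 2-fold, with a median of −0.14, and 94 of 10000 random lists were as low. Medians near 0 were those of −0.03 over 31 ribosomal protein genes, −0.02 over 27 genes of oxidative phosphorylation and 0.02 over 13 housekeeping genes. Among 36 gene lists from textbook knowledge, 7 had a median that at most 50 of 10000 random lists reached on the low side, and 1, the basal keratinocyte markers, had such a median on the high side. The latter position was lost with the mean of all probe sets, where 716 of 10000 were as high. The p53 target genes lay just outside the limit, with a median of 0.14 and 52 of 10000 random lists as high, and inside it with the mean of all probe sets, at 3. These positions describe 2 arrays and are not p-values, and the limit of 50 was chosen after the list values were seen. From the number of DEGs and of their interacting proteins, the paper proposes that SMYD3 knockdown disturbs protein activities broadly.

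**Figure D2:**
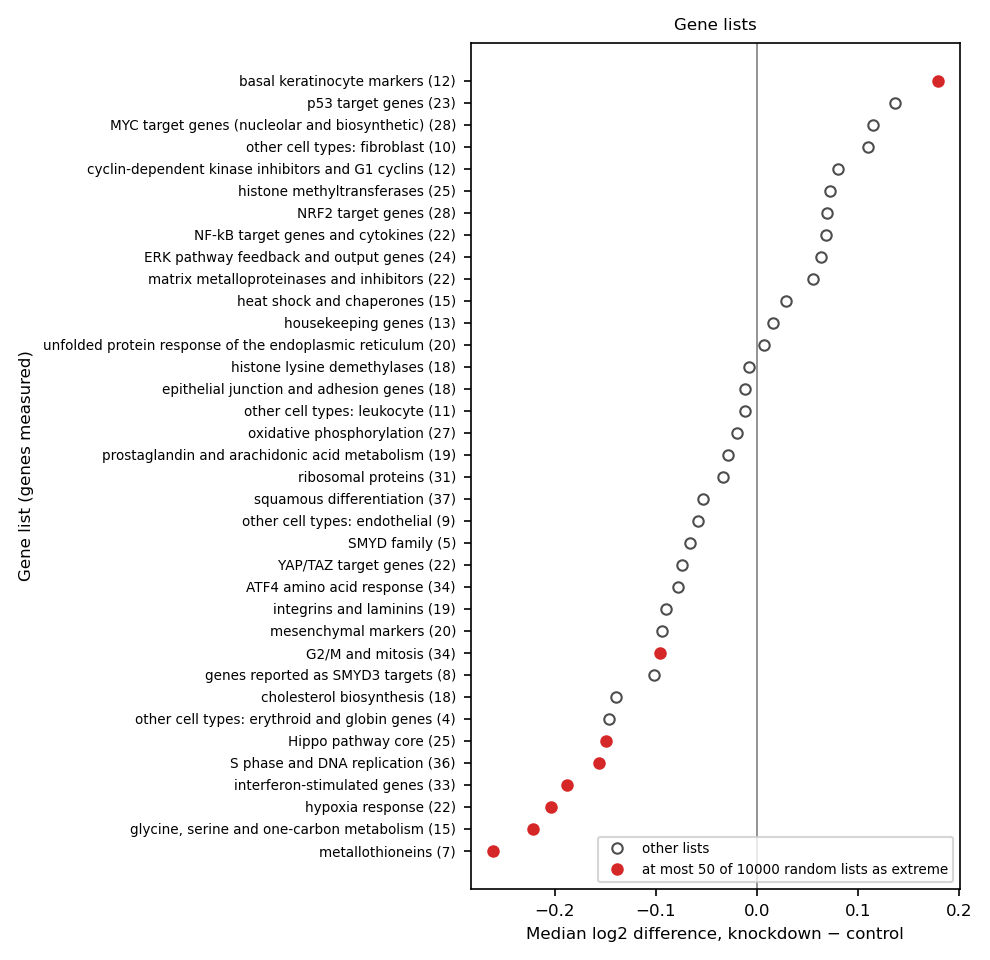
Median log2 difference, knockdown minus control (x axis), of each of the 36 gene lists (y axis, genes measured in parentheses), 1 array per condition. Red points are lists that at most 50 of 10000 random lists matched; the lowest is that of the metallothioneins at −0.26 and the highest that of basal keratinocyte markers at 0.18.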

**Figure 2:**
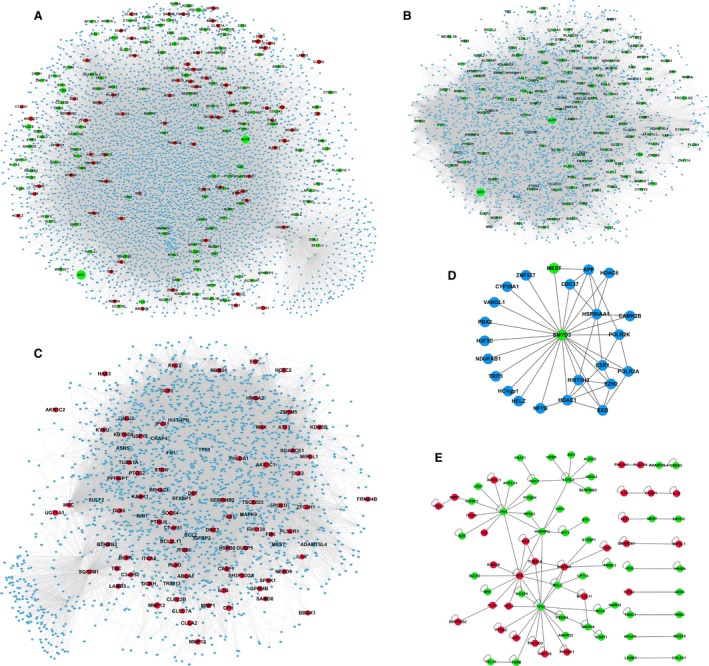
PPI network generation by mapping DEGs to the parental PPI network. (A) PPI network of total DEGs. (B) PPI network of downregulated DEGs. (C) PPI network of upregulated DEGs. (D) SMYD3‐central PPI subnetwork. (E) Internal interactions of DEGs. Different node colors indicate the types of proteins represented. Green and red nodes represent proteins encoded by down‐ and upregulated genes, respectively. Blue nodes represent interacting proteins that were not significantly differentially expressed.

Currently, 23 SMYD3‐interacting proteins have been identified. Nevertheless, the expression levels of these 23 proteins were not significantly changed, except for the gene mesoderm‐specific transcript (MEST), which was downregulated in the mRNA profile of SMYD3 knockdown in ESCC (Fig. 2D). 

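Of the 23 SMYD3-interacting proteins drawn in Fig. 2D, 21 had a gene measured here, and at the brightest probe set all 21 were within 2-fold between knockdown and control. Their log2 differences ran from −0.42 to 0.58, with 14 above and 7 below 0. The highest were ZNF557, a zinc finger protein, at 0.58 and HELZ, an RNA helicase, at 0.52. The lowest was NFYB, a subunit of the CCAAT-binding factor NF-Y, at −0.42, and all 3 of its probe sets were lower. The histone methyltransferase EZH2 differed by −0.12, its partner EED by 0.16, the histone deacetylase HDAC1 by 0.09 and POLR2A, the largest subunit of RNA polymerase II, by 0.18. HDAC6 differed by 0.02 and APP, the amyloid precursor protein, by 0.30. When any probe set was counted, 1 of the 21 genes, MEST, was at least 2-fold lower and none was higher. The gene names were read from a picture, so the list was not compared with random lists.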

The DEG–DEG interactions were acquired from the parental PPI network to detect their internal interactions. The DEG–DEG network contained 77 nodes (48 downregulated and eight upregulated DEGs) and 120 edges, which also included a large module containing 59 DEGs (39 downregulations and 20 upregulations; Fig. 2E).

### Network topological characteristics analyses

Based on the specific distinguishing principles (e.g., power law distribution of node degree), a real biological network, such as the PPI network, is significantly discriminated from random networks 26, 27. For the total, downregulated, and upregulated DEG networks, the node degree distributions approximately showed a power law distribution, with an *R* ^2^ = 0.854, 0.831, and 0.845, respectively (Fig. 3A–C). These results indicated the three DEG PPI subnetworks constructed in this study were real complex biological networks characterized scale‐free 28. It also suggested that a small number of important proteins act as hub nodes with a large amount of interactions. Three topological metrics proposed to understand the structure of a complex network, specifically network density, network centralization, and clustering coefficient, are shown in Table 1. Several other important network characteristics, for example, average clustering coefficient distribution, closeness centrality, neighborhood connectivity distribution, and topological coefficients, are indicated in Fig. 3D–G.

**Figure 3:**
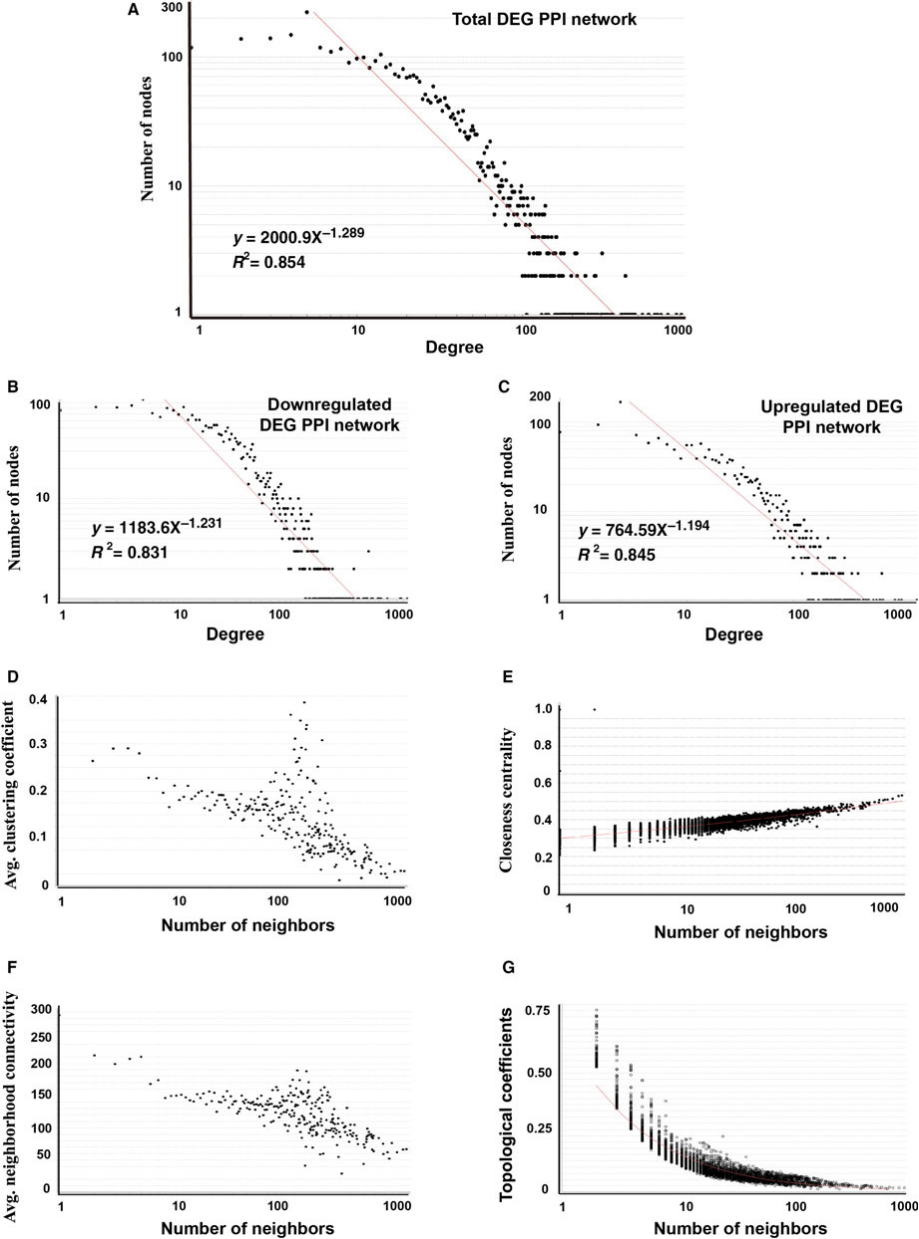
Power law distribution of node degree of the total DEG PPI network (A), downregulated DEG PPI network (B), and upregulated DEG PPI subnetwork (C). The graph displays a decreasing trend of degree distribution with an increase in number of links displaying scale‐free topology. The results of average clustering coefficient distribution (D), closeness centrality (E), neighborhood connectivity distribution (F), and topological coefficients (G) were shown.

**Table 1:** Topological parameters of three DEGs PPI subnetwork

PPI subnetwork	*y* = β*x* ^*a*^	*R* ^2^	Correlation	Clustering coefficient	Network centralization	Network density
Total DEGs	*y* = 2000.9*x* ^**−**1.289^	0.854	0.514	0.188	0.206	0.009
Downregulated DEGs	*y* = 1183.6*x* ^**−**1.231^	0.831	0.511	0.200	0.275	0.013
Upregulated DEGs	*y* = 764.59*x* ^−1.194^	0.814	0.619	0.240	0.254	0.013

### Functional annotation map of DEGs

To gain a full view of the functions and categories of the DEGs, the DEGs were annotated by Functional Annotation Chart and visualized by Enrichment Map. As shown in Fig. 4, one node represents one functional annotation term. The more significant the enriched term, the larger it is. Nodes from the same kind of functional category are shown in the same color. The edge width, defined by the overlap coefficient between the enriched terms (overlap coefficient cutoff was set as 0.6), is wider when more of the same genes overlap in two nodes.

**Figure 4:**
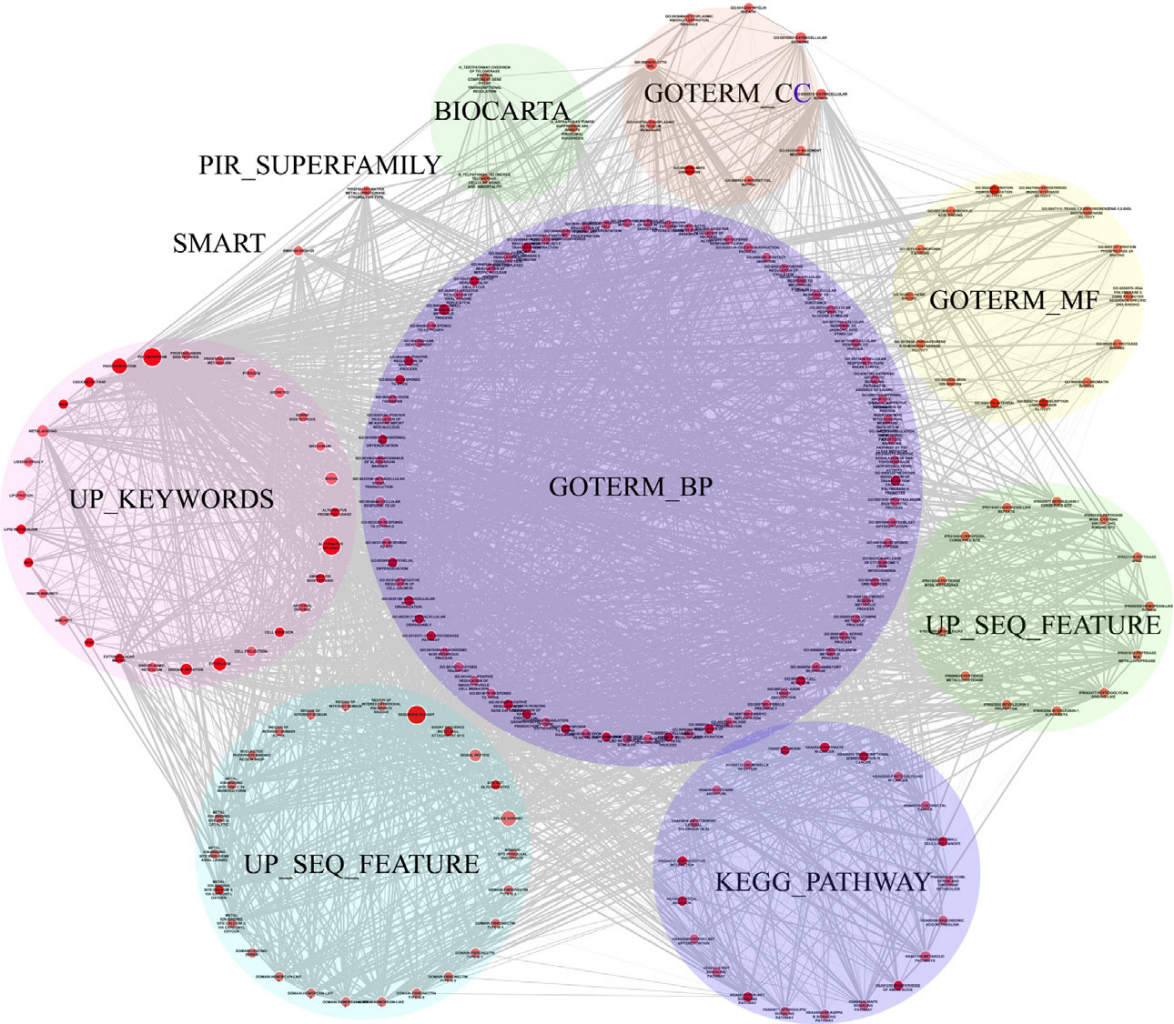
Enrichment map for the DEGs to identify significant biological functions (*P* < 0.05). One node represented a significant functional term from the Functional Annotation chart. Node size represents enrichment significance. Edges indicate overlap between gene sets, whereas the thickness indicates the size of the overlap.

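Among the pathway terms of Appendix S1, the KEGG list for biosynthesis of amino acids holds 6 DEGs, and all 6 were lower after SMYD3 knockdown. By the brightest probe set, 3 of them were at least 2-fold lower: IDH1, the cytosolic isocitrate dehydrogenase, at −1.53 on the log2 scale, PSAT1, the phosphoserine aminotransferase, at −1.01, and PHGDH, the first enzyme of serine synthesis. The other 3 lay between −0.58 and −0.90, and all 6 were at least 2-fold lower at some probe set. All 3 probe sets of IDH1 were at least 2-fold lower, as were 7 of the 8 of PSAT1. Of 10 DEGs in the MAPK signaling list, 9 were measured here, 5 of them at least 2-fold higher and 1 at least 2-fold lower, against 6 and 3 when any probe set was counted. DUSP5, a phosphatase that inactivates ERK, was higher by 1.16, and BDNF, a neurotrophin, differed by −1.16. Because both lists were chosen by the study from these arrays, the counts are not independent evidence of a direction.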

The Functional Annotation Chart results contained another 94 terms from the following annotation categories: 21 KEGG_PATHWAY, 13 INTERPRO, 26 UP_SEQ_FEATURE, 1 SMART, 29 SP_PIR_KEYWORDS, and 3 BIOCARTA (Appendix S1). These results would provide more information than mere GO enrichment. Accumulated evidence suggests that SMYD3 can influence distinct oncogenic processes by acting as a gene‐specific transcriptional regulator. This is supported by the DEGs from its knockdown being involved the transcription activities, such as two terms from GOTERM_BP_DIRECT: ‘GO:0010468~regulation of gene expression’ (PTHLH, BCL2, PHGDH, MYC, PHLDA2) and ‘GO:0010628~positive regulation of gene expression (PLSCR1, INHBA, EZR, TNC, TP53, MAPK9, IL1B, HMGA2, KDM5B, HNRNPU, IL1A, FN1)’. 

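Of the 5 genes under regulation of gene expression, 4 were measured here. MYC, the transcription factor, and PHLDA2, an imprinted gene, were higher after SMYD3 knockdown by 1.13 and 1.02 on the log2 scale, the latter at 0.98 with a loess correction. PHGDH differed by −1.40. BCL2, the inhibitor of apoptosis, differed by 0.02 at its brightest probe set and by −1.27 at another, the only one of its 6 probe sets past 2-fold. Of the 12 genes under positive regulation of gene expression, 11 were measured, with 5 at least 2-fold higher and 2 at least 2-fold lower. The 5 were IL1B and IL1A, which encode interleukin-1, at 1.75 and 1.33, TNC, the matrix protein tenascin C, at 1.62, HMGA2, an architectural chromatin protein, at 1.06, and KDM5B, a demethylase of histone H3, at 1.04. INHBA, a subunit of activin, differed by −1.24 and FN1, fibronectin, by −1.18. Past 2-fold were all 4 probe sets of TNC, 6 of the 8 of FN1, 3 of the 4 of KDM5B and 1 of the 6 of HMGA2, whose others ran from −0.14 to 0.52. With the mean of all probe sets, HMGA2, KDM5B and FN1 were within 2-fold, at 0.34, 0.83 and −0.87. The remaining 4 were EZR, which encodes ezrin, at −0.51, HNRNPU at −0.22, PLSCR1 at −0.19 and MAPK9 at −0.03. Counting any probe set, 6 of the 11 were at least 2-fold higher and 4 lower, with EZR still within 2-fold at −0.48 to −0.82. Both lists were chosen by the study from these arrays, so their counts are not independent evidence.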

SMYD3 is also a histone lysine methyltransferase. Two significant terms about transcriptional regulation at chromosome level were found. GO:0003682 of ‘chromatin binding’ contained 10 enriched genes: DLX2, NUPR1, SMARCE1, GATA3, ANKRD2, TP53, BCL6, yes‐associated protein 1(YAP1), LOXL2, and PLAC8. 

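Of the 10 chromatin-binding genes, 9 were measured here, and 4 of them were at least 2-fold lower after SMYD3 knockdown, while none was 2-fold higher at the brightest probe set. PLAC8, a cysteine-rich protein first described in placenta, was 5.65-fold lower, with a log2 difference of −2.50, and all 5 of its probe sets were lower. BCL6, a transcriptional repressor, differed by −1.49, with 2 of its 5 probe sets past 2-fold, but by −0.68 with the mean of all 5 and by −0.18 without _s_at and _x_at probe sets. ANKRD2, an ankyrin repeat protein of muscle, differed by −1.44 and NUPR1, a stress-responsive nuclear protein, by −1.25. LOXL2, a lysyl oxidase that crosslinks collagen, differed by −0.71, and all 4 of its probe sets were lower. SMARCE1, a subunit of the SWI/SNF remodeling complex, differed by 0.22 and DLX2, a homeobox factor, by −0.01. SMARCE1 and DLX2 were at least 2-fold higher at 1 probe set each, at 1.14 and 1.11, and by the same count 6 of the 9 genes were at least 2-fold lower. The study chose the list from these arrays, so the count is not independent evidence of a direction.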

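Of the genes that bind RNA polymerase II core promoters and were DEGs in the study, SMYD3, GATA3 and YAP1 were measured here, and all 3 were lower after SMYD3 knockdown at the brightest probe set. SMYD3 was at least 2-fold lower by that probe set, whereas GATA3, a zinc finger transcription factor, and YAP1, the effector of the Hippo pathway, were within 2-fold. Each of the 3 genes had 1 probe set that was at least 2-fold lower, out of 2 for SMYD3, 3 for GATA3 and 8 for YAP1. All 3 probe sets of GATA3 were lower, and 5 of the 8 of YAP1.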

GO:0000979 of ‘RNA polymerase II core promoter sequence‐specific DNA binding’ contained four enriched genes: GATA3, TP53, SMYD3, and YAP1. The term ‘domain: Leucine‐zipper’ from UP_SEQ_FEATURE contained five DEGs: MAX, TSC22D3, ATF3, CREB5, and MYC, indicating their protein sequence characters involved DNA binding in transcription regulation. These results might explain SMYD3 functioning as a histone methyltransferase, and why its knockdown in tumor cells extensively affects gene expression regulation activities.

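All 5 genes with a leucine zipper were measured here, and MYC was the only one at least 2-fold higher after SMYD3 knockdown at the brightest probe set. TSC22D3, a glucocorticoid-induced leucine zipper protein, was higher by 0.91 on the log2 scale, with its 3 probe sets between 0.70 and 1.01. ATF3, a stress-induced transcription factor, was higher by 0.88, and 4 of its 7 probe sets were past 2-fold. MAX, the dimerization partner of MYC, differed by 0.23, with 9 of its 12 probe sets higher and 1 of them past 2-fold at 1.15. CREB5 differed by −0.10, with all 5 probe sets lower and 1 of them past 2-fold at −1.39. By the probe set that differed most, 4 of the genes were at least 2-fold higher and CREB5 at least 2-fold lower. The study chose the genes from these arrays.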

### Generation of functional annotation map

Cellular activities might be affected by the DEGs through cascades of interactions in the network to perform their multiple biological functions. To find potential cellular activities perturbed by SMYD3 protein through its DEGs and their interacting proteins, GO ‘Biological Process’ enrichment analyses of the total DEG PPI network were performed. We generated 532 enriched GO terms to construct a functional annotation map, in which the nodes were no longer proteins, but rather their enriched GO terms, with the edges suggesting significant overlapping of enriched proteins between two GO terms (Fig. 5).

**Figure 5:**
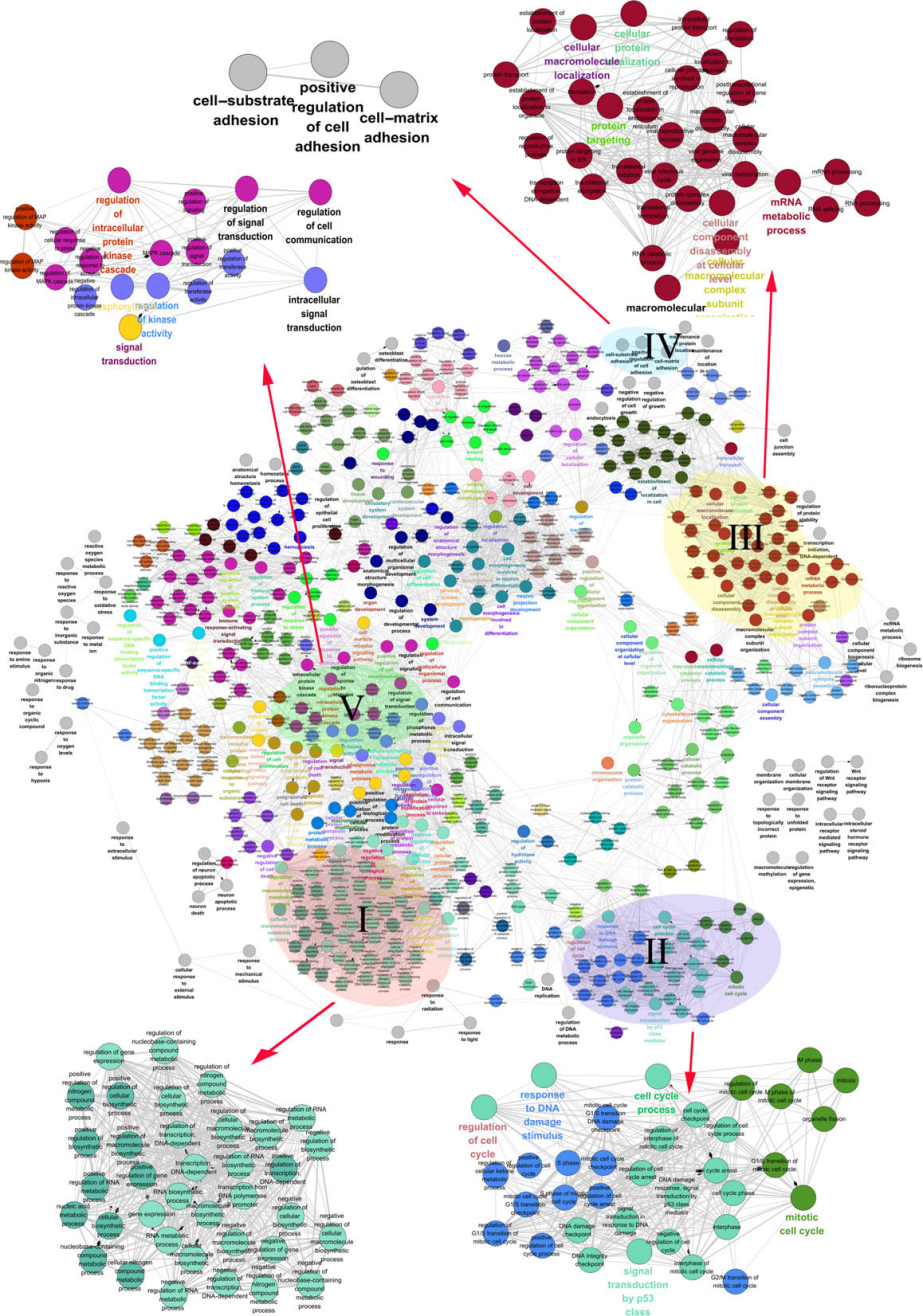
Functional map of the total DEG PPI network. Functionally grouped network with terms is linked as nodes based on their kappa score (≥ 0.3). Functional groups with overlapped enriched genes are linked by an edge. Similar GO terms are labeled in the same color. The interested GO term related or potentially related to known and potential functions of SMYD3 is grouped by the Roman numeral. I: gene expression regulation‐associated terms; II: cell cycle‐associated terms; III: protein synthesis and RNA processing; IV: cancer cell metastasis and invasion; V: signal regulation or signal transduction.

Interestingly, many groups of GO terms possibly associated with SMYD3 functions were found, as indicated by capitalized Roman numerals. As SMYD3 plays important roles in histone modification, a group of gene expression regulation‐associated terms were identified, such as ‘gene expression’, ‘regulation of gene expression’, ‘positive regulation of transcription, DNA‐dependent’, and ‘transcription from RNA polymerase II promoter’. The second interesting result was that many of the proteins from the total DEG PPI subnetwork participated in signal regulation or signal transduction, for example, ‘signal transduction’, ‘intracellular signal transduction’, ‘regulation of cell communication’, ‘regulation of intracellular protein kinase cascade’. A large functional group contained several cell cycle‐associated GO terms, for example, ‘cell cycle process’, ‘mitotic cell cycle’, ‘regulation of cell cycle’, ‘cell cycle arrest’, and ‘respond to DNA damage stimulus’, suggesting that SMYD3 regulates the cell cycle directly or indirectly by the cascade of protein interaction. Three terms indicating the known biological roles of SMYD3 in promoting cancer cell metastasis and invasion were also found: ‘cell–substrate adhesion’, ‘cell–matrix adhesion’, and ‘positive regulation of cell adhesion’. The interesting significant important GO terms are listed in Table 2.

**Table 2:** Interesting significant GO terms for SMYD3‐knockdown PPI network

Significant GO list	Term name	*P*‐value corrected with Bonferroni
mRNA translation‐related terms		
GO:0043933	Macromolecular complex subunit organization	1.36E‐56
GO:0016071	mRNA metabolic process	9.51E‐50
GO:0070727	Cellular macromolecule localization	1.18E‐44
GO:0034613	Cellular protein localization	2.27E‐44
GO:0006886	Intracellular protein transport	4.69E‐42
GO:0033365	Protein localization to organelle	1.16E‐37
GO:0006412	Translation	7.26E‐35
GO:0006413	Translational initiation	1.16E‐32
GO:0034623	Cellular macromolecular complex disassembly	2.36E‐32
GO:0006414	Translational elongation	8.80E‐32
GO:0006415	Translational termination	9.32E‐32
GO:0045047	Protein targeting to ER	9.92E‐32
GO:0072599	Establishment of protein localization in endoplasmic reticulum	9.92E‐32
GO:0043241	Protein complex disassembly	1.00E‐27
GO:0015031	Protein transport	7.98E‐26
GO:0045184	Establishment of protein localization	9.67E‐26
GO:0048610	Cellular process involved in reproduction	1.07E‐24
GO:0006401	RNA catabolic process	1.94E‐24
GO:0010608	Post‐transcriptional regulation of gene expression	6.50E‐18
GO:0006396	RNA processing	1.08E‐17
GO:0072594	Establishment of protein localization to organelle	3.65E‐17
GO:0008380	RNA splicing	6.43E‐15
GO:0006397	mRNA processing	4.23E‐14
GO:2000241	Regulation of reproductive process	1.84E‐05
GO:0006417	Regulation of translation	2.13E‐05
Signal pathway‐related terms		
GO:0016310	Phosphorylation	5.89E‐51
GO:0035556	Intracellular signal transduction	1.15E‐38
GO:0009966	Regulation of signal transduction	1.34E‐37
GO:0010646	Regulation of cell communication	2.61E‐37
GO:0007165	Signal transduction	1.07E‐33
GO:0043549	Regulation of kinase activity	1.32E‐30
GO:0051338	Regulation of transferase activity	4.04E‐30
GO:0048585	Negative regulation of response to stimulus	9.24E‐24
GO:0000165	MAPK cascade	1.14E‐19
GO:0010627	Regulation of intracellular protein kinase cascade	1.31E‐19
GO:0080135	Regulation of cellular response to stress	2.68E‐19
GO:0051347	Positive regulation of transferase activity	2.49E‐18
GO:0009967	Positive regulation of signal transduction	6.47E‐17
GO:0023056	Positive regulation of signaling	1.56E‐15
GO:0043408	Regulation of MAPK cascade	6.18E‐13
GO:0043405	Regulation of MAP kinase activity	3.37E‐11
GO:0043406	Positive regulation of MAP kinase activity	2.86E‐07
GO:0010741	Negative regulation of intracellular protein kinase cascade	4.25E‐07
Cell cycle‐related terms		
GO:0051726	Regulation of cell cycle	5.94E‐48
GO:0022402	Cell cycle process	7.59E‐43
GO:0000278	Mitotic cell cycle	1.28E‐41
GO:0051329	Interphase of mitotic cell cycle	5.92E‐36
GO:0051329	Interphase of mitotic cell cycle	5.93E‐36
GO:0045786	Negative regulation of cell cycle	1.92E‐33
GO:0022403	Cell cycle phase	1.05E‐31
GO:0007050	Cell cycle arrest	1.27E‐29
GO:0010564	Regulation of cell cycle process	1.19E‐27
GO:0000082	G1/S transition of mitotic cell cycle	1.00E‐26
GO:0007346	Regulation of mitotic cell cycle	4.10E‐24
GO:0071156	Regulation of cell cycle arrest	5.40E‐23
GO:0000075	Cell cycle checkpoint	1.39E‐20
GO:2000602	Regulation of interphase of mitotic cell cycle	1.49E‐18
GO:2000045	Regulation of G1/S transition of mitotic cell cycle	1.49E‐16
GO:2000045	Regulation of G1/S transition of mitotic cell cycle	1.49E‐16
GO:0000084	S phase of mitotic cell cycle	4.75E‐13
GO:0071158	Positive regulation of cell cycle arrest	6.00E‐13
GO:0031571	Mitotic cell cycle G1/S transition DNA damage checkpoint	1.53E‐12
GO:0031575	Mitotic cell cycle G1/S transition checkpoint	2.71E‐12
GO:0090068	Positive regulation of cell cycle process	2.97E‐12
GO:0000086	G2/M transition of mitotic cell cycle	1.56E‐11
GO:0000087	M phase of mitotic cell cycle	4.06E‐10
GO:0045787	Positive regulation of cell cycle	9.05E‐08
Gene expression regulation‐related terms		
GO:0010467	Gene expression	8.82E‐71
GO:0006139	Nucleobase‐containing compound metabolic process	7.11E‐69
GO:0090304	Nucleic acid metabolic process	4.05E‐67
GO:0034641	Cellular nitrogen compound metabolic process	1.94E‐57
GO:0016070	RNA metabolic process	1.11E‐54
GO:0009059	Macromolecule biosynthetic process	1.93E‐44
GO:0034645	Cellular macromolecule biosynthetic process	1.97E‐44
GO:2000113	Negative regulation of cellular macromolecule biosynthetic process	5.72E‐41
GO:0010558	Negative regulation of macromolecule biosynthetic process	9.56E‐41
GO:0010629	Negative regulation of gene expression	1.54E‐40
GO:0032774	RNA biosynthetic process	9.47E‐40
GO:0010468	Regulation of gene expression	1.09E‐39
GO:0010628	Positive regulation of gene expression	4.79E‐39
GO:0051171	Regulation of nitrogen compound metabolic process	1.66E‐38
GO:0009891	Positive regulation of biosynthetic process	1.76E‐37
GO:0051254	Positive regulation of RNA metabolic process	4.72E‐37
GO:0045934	Negative regulation of nucleobase‐containing compound metabolic process	8.42E‐37
GO:0009890	Negative regulation of biosynthetic process	8.80E‐37
GO:0031328	Positive regulation of cellular biosynthetic process	1.68E‐36
GO:0010557	Positive regulation of macromolecule biosynthetic process	4.85E‐36
GO:0031327	Negative regulation of cellular biosynthetic process	8.05E‐36
GO:0051253	Negative regulation of RNA metabolic process	2.26E‐35
GO:0010556	Regulation of macromolecule biosynthetic process	2.72E‐35
GO:2000112	Regulation of cellular macromolecule biosynthetic process	5.58E‐35
GO:0045893	Positive regulation of transcription, DNA‐dependent	1.40E‐33
GO:0031326	Regulation of cellular biosynthetic process	2.14E‐33
GO:0045892	Negative regulation of transcription, DNA‐dependent	2.67E‐33
GO:0044249	Cellular biosynthetic process	2.93E‐32
GO:0051252	Regulation of RNA metabolic process	1.43E‐30
GO:2001141	Regulation of RNA biosynthetic process	1.91E‐29
GO:0006355	Regulation of transcription, DNA‐dependent	2.01E‐28
GO:0006351	Transcription, DNA‐dependent	1.86E‐27
GO:0019219	Regulation of nucleobase‐containing compound metabolic process	
GO:0006366	Transcription from RNA polymerase II promoter	
Cell adhesion‐related terms		
GO:0031589	Cell–substrate adhesion	3.19E‐6
GO:0007160	Cell–matrix adhesion	1.85E‐4
GO:0045785	Positive regulation of cell adhesion	9.38E‐4

### Subcellular layers of proteins in the PPI subnetwork

The proper subcellular localization of the proteins is extremely crucial because the appropriate location provides the physiological context for their functions, such as signal transduction, transcription regulation, protein modification, and complex formation. Cerebral program could array nodes in the PPI network into different subcellular layers maintaining their interactions. The total DEG PPI network was separated into 10 layers in the following percentages: secreted (6.5%), membrane (13.2%), cytoskeleton (0.5%), cytoskeleton/cytoplasm (0.3%), cytoplasm (26.4%), secreted/nucleus (0.8%), membrane/nucleus (0.3%), cytoskeleton/nucleus (0.45%), cytoplasm/nucleus (28.6%), and nucleus (23%; Fig. 6A). These results suggest the proteins in the total DEG PPI network distributed from extracellular to intracellular till nucleus.

**Figure 6:**
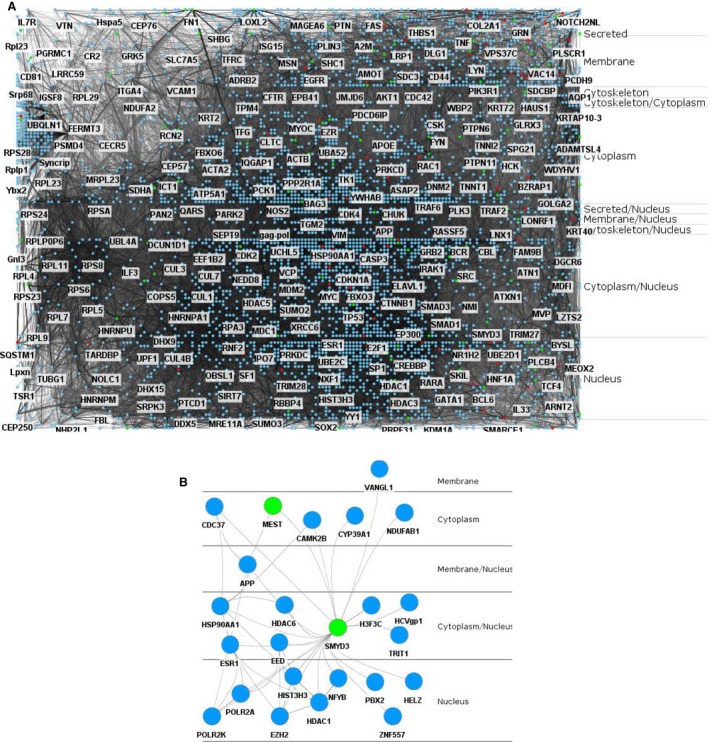
Subcellular layers illustrating the PPI network. (A) The complete DEG PPI network. (B) SMYD3‐central PPI subnetwork. Proteins were distributed according to their subcellular location without changing their interactions.

There are currently 23 SMYD3‐interacting proteins reported and annotated in the PPI database. The most recognized SMYD3 function is histone methyltransferase, suggesting that this protein is mainly localized in the nucleus. To detect whether there were any possibilities for SMYD3 and its interacting proteins play roles in the nucleus, the proteins of the SMYD3‐central PPI network were also arrayed according to subcellular locations. Many SMYD3 interacting proteins, such as E2H2, HDAC1, NFYB, and POLR2A, were located in the nucleus, suggesting that SMYD3 might form functional protein complexes with these proteins to regulate gene expression (Fig. 6B). These results might reflect the intricate biological processes at the spatial level.

## Discussion

Globally, esophageal cancer is the eighth most common malignancy, as well as the sixth most common fatal cancer worldwide. Esophageal cancer has two histological types, adenocarcinoma and squamous cell carcinoma; the latter is among the four most common causes of death in China 29. More and more research has illustrated that systems biology approaches, such as network‐based methods, can be successfully applied to elucidate the molecular mechanisms of diseases 30, 31.

SMYD3 protein interacts with H3K4Me3‐modified histone tails, which facilitates its recruitment to the core promoter of transcriptionally active genes 32. To explore the potential roles or functions of SMYD3, a systems approach was applied by integrating public protein interaction data with DEGs resulting from SMYD3 knockdown to provide a full view. As shown in the three (downregulated, upregulated, and total DEGs) PPI subnetworks generated, thousands of proteins interact with the DEGs. This suggests that SMYD3 affects the expression of other proteins, and its knockdown impacts on cellular activities through the perturbation of the cellular protein network. 

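MEST, an imprinted gene that encodes a member of the α/β hydrolase family, was measured by 6 probe sets, which differed in level and in direction. The brightest had a log2 signal of 9.01 in the control and 9.05 in the SMYD3 knockdown, a difference of 0.03. The next had 7.36 in the control and 5.86 in the knockdown, a difference of −1.50. The other 4 were dim, with differences of 0.16, −0.25, 0.42 and −0.68. A decrease of at least 2-fold was thus seen at 1 probe set, and 3 of the 6 were lower.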

Of the 23 SMYD3 directly interacting proteins, only the expression of MEST is downregulated. MEST is an imprinted gene with a hypermethylation promoter and is associated with cell invasion, as well as being a risk factor for cervical cancer and hepatocellular carcinoma 33, 34, 35. It is presumed that the knockdown of SMYD3 might impact on the expression of its directly interacting protein MEST.

The wide coverage of the Functional Annotation Chart provides a powerful tool to facilitate large‐scale gene function analysis from a network viewpoint. These functional terms are presumed to be significantly mediated by SMYD3 through its DEGs and could also be applied to explore the molecular roles of SMYD3 in ESCC tumor initiation and growth. 

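GATA3 was lower after SMYD3 knockdown at each of its 3 probe sets, with log2 differences of −0.95, −1.44 and −0.68 from the brightest to the dimmest. At the brightest, its signal was 9.11 in the control and 8.16 in the knockdown, a 1.93-fold decrease. YAP1 was lower at its 4 brightest probe sets, by −0.72, −0.78, −0.59 and −0.80, and its brightest gave 11.61 in the control and 10.89 in the knockdown, a 1.64-fold decrease. The dimmest of its 8 probe sets differed by −1.06. The 3 between them were higher in the knockdown, at 0.64, 0.55 and 0.25, so the probe sets of YAP1 did not share a direction. The probe set taken for a gene therefore decided whether GATA3 or YAP1 passed the 2-fold threshold.

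**Figure D3:**
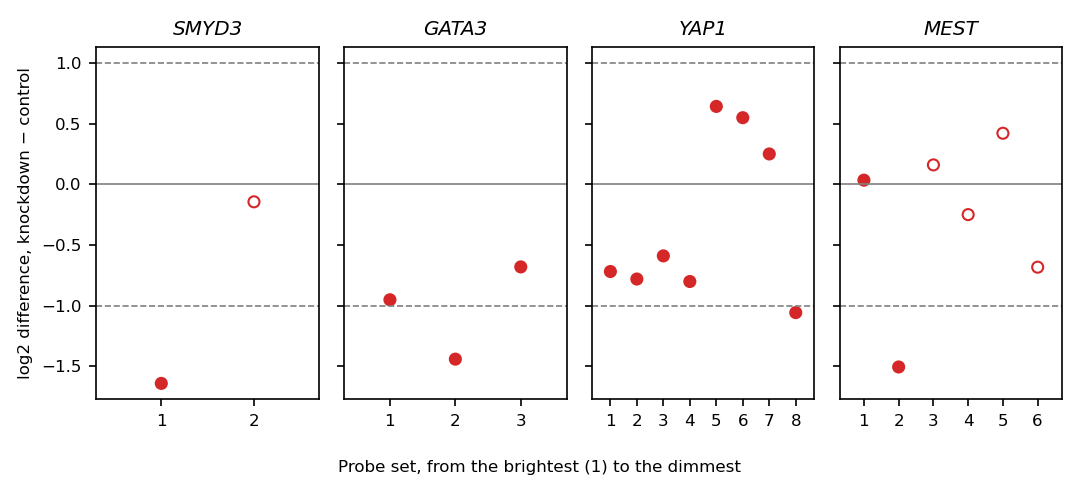
Log2 difference, knockdown minus control (y axis), of each probe set of SMYD3, GATA3, YAP1 and MEST, ordered from the brightest to the dimmest (x axis), 1 array per condition. Filled points have a mean log2 signal of at least 6, open points a lower one, and dashed lines mark a 2-fold difference. YAP1 ran from −1.06 to 0.64 and MEST from −1.50 to 0.42.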

The two terms of GO:0003682 of ‘chromatin binding’ and GO:0000979 of ‘RNA polymerase II core promoter sequence‐specific DNA binding’ have three repeated genes of GATA3, TP53, and YAP1 with fold changes of −2.71, −2.02, and −2.08, respectively, following knockdown of SMYD3 in ESCC. Yes‐associated protein 1, a key gene in the Hippo signaling pathway, is a crucial regulator pervasively activated in human malignancies 36. High levels of nuclear YAP1 are correlated with increased chromosome instability and aneuploidy in hepatocellular carcinoma 37. In breast cancer, Theodorou *et al*. found that GATA3 (GATA binding protein 3) is pivotal in mediating enhancer accessibility at regulatory regions involved in ESR1‐mediated transcription. GATA3 silencing results in a global redistribution of cofactors and active histone marks prior to estrogen stimulation. These results indicate that GATA3, when present on the chromatin, may serve as a licensing factor for estrogen–ESR1‐mediated interactions between *cis*‐regulatory elements 38. In this light, our data suggest that YAP1 and GATA3 are important target genes for future analysis on the impact of SMYD3‐mediated regulation of tumor‐associated genes.

To better understand the biological roles of the DEGs through the interactions with their protein partners, the total DEG PPI network was subjected to functional enrichment annotation by GO, which was also illustrated by a network. We show that the total DEG PPI network, perturbed by the knockdown of SMDY3, involves various biological activities, including the acknowledged and potential functions of SMDY3. Interestingly, the functional enrichment annotation map contains several cell motility‐related GO terms, for example, ‘cell–substrate adhesion’ and ‘cell–matrix adhesion’, indicating a function for SMYD3 in cancer cell metastasis. Direct evidence for SMDY3 participation in cancer cell metastasis has been found in our previous report from ESCC 14, as well as in bladder and colon cancer *in vitro* and *in vivo* 39, suggesting that SMYD3 is one of the key players stimulating migration and invasiveness of these cancer cells. On the other hand, SMYD3 is able to regulate cell signal transduction, cell cycle, and various biological effects, except the well‐known gene expression regulation, through a cascade of PPIs. The direct role for SMYD3 in the regulation of signal pathways has been reported, as SMYD3 mediates the methylation of MAP3K2 at lysine 260, which potentiates activation of the Ras/Raf/MEK/ERK signaling module 40. These results provide critical clues to explore the multiple functions of SMYD3 in the future.

Studies indicate that classical signaling pathways are composed of a series of genes or proteins, each linked by the order involved in signal transduction and response 41. We presume that the many canonical and noncanonical signals are also transduced by sequential protein interactions, arrayed in the proper layers. On the other hand, the roles or functions of the protein might vary according to its subcellular localization. For example, proteins located in the plasma membrane are primarily involved in cell adhesion, cytoskeleton, and cell signaling, whereas in the nucleus, proteins are mainly involved in transcription, ribosomal assembly, or chromatin remodeling 42. SMYD3 protein distributes both in cytoplasm and in nucleus or translocates from the cytoplasm into the nucleus, enabling its multiple functions in different subcellular localizations 43. Based on subcellular localization information, a pathway‐like view of total DEG PPI network was created, displaying the cellular locations of proteins and making it easier to understand the direction of information flow.

In summary, knockdown of SMYD3 causes the altered expression of its target genes, indicated by the PPI network, to directly or indirectly affect the signaling of extracellular membrane–cytoskeleton/cytoplasm–nucleus cascades, causing the altered expression of other DEGs, and consequently cause alterations in cell cycling, signal transduction, invasion, and metastasis.

## Data Accessibility

Both raw and treated expression data described in this study have been submitted to the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/) and assigned the accession number GSE85419.

## Author contributions

XL and ZZ analyzed the data, interpreted the data, and wrote the manuscript. CC, SG, ZL, YL, YZ, HZ, JW, WX, and PZ analyzed the data and prepared the figures. LX, BW, and EL conceived and designed the study, and involved in supervision and funding acquisition. All the authors edited the manuscript prior to submission.

## Supporting information

**Appendix S1**. Functional Annotation Chart of differentially expressed genes following SMYD3 knockdown in ESCC.

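The Functional Annotation Chart lists, for each functional term, how many DEGs carry it, an enrichment p-value and the gene symbols. The copy used here held 195 terms, 6 of them with a shortened list of genes, so the symbols were only tallied. Of 216 gene symbols read, 198 were measured here. By the brightest probe set, 39 of them were at least 2-fold higher after SMYD3 knockdown, 70 at least 2-fold lower and 89 within 2-fold. Counting any probe set, these numbers were 70, 121 and 7. Under response to virus, 6 of 8 genes were at least 2-fold lower and 1 at least 2-fold higher by the brightest probe set, and 7 and 1 by any. DDX60, an RNA helicase, differed by −2.15 on the log2 scale and IFIT3 by −1.51. IFIT1, which binds viral RNA, differed by −1.46 and OASL, an oligoadenylate synthetase-like protein, by −1.43. The terms for adhesion and the extracellular matrix held genes of both directions. Under cell adhesion, 17 of 18 genes were measured, with 4 at least 2-fold higher and 3 lower by the brightest probe set and 10 and 6 by any. DST, the cytoskeletal linker dystonin, was higher by 1.03, with 2 of its 8 probe sets past 2-fold, and LAMB1, a laminin chain, differed by −1.14. With the mean of all their probe sets, both were within 2-fold, at 0.37 and −0.85, as was DST without _s_at and _x_at probe sets. Under extracellular matrix organization, 13 of 14 genes were measured, with 4 at least 2-fold higher and 4 lower by the brightest probe set and 7 and 6 by any. MMP12, a macrophage elastase, had a signal of 3.88 in the control, under the 4.03 median of the ERCC control probe sets, and of 6.19 in the knockdown. MFAP5, a dim microfibril protein gene, differed by −1.35, and by −0.94 with the mean of its 3 probe sets. These lists were chosen by the study from the same arrays, so the counts are not independent evidence.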

How the deposited data were processed for this re-analysis (not part of the article)

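RNA of KYSE150 cells, an established ESCC cell line, was measured on 2 PrimeView arrays, 1 with the vector control and 1 with SMYD3 knockdown. The authors scanned the arrays, processed them with RMA and log-transformed the signals, and the submitters' processing notes also name Partek, without a version for either tool. The deposited values are therefore log2 signals per probe set, normalized between the 2 arrays by the authors. The series value table held the same values for its 49395 probe sets, and the 100 further probe sets of the matrix were spike-in controls. Detection calls and replicate arrays were not used here.

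Probe sets were paired with genes through the platform annotation, and symbols were updated through gene identifiers of the RefSeq annotation of GRCh38.p14, which was possible for 44967 of the 44994 probe sets with a single symbol. Another 1832 probe sets had several symbols and 2669 were unnamed here; neither kind was used for a gene. The sources name no genome build, so no coordinates are given, and the annotation served for names and for which genes neighbour each other. Of 18132 genes, 11735 had 2 or more probe sets, and the probe set with the highest mean of the 2 arrays stood for the gene. The genes not paired with a probe set, including 1 of those whose fold change the article gives, were not analysed here.

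The difference is the log2 signal of the knockdown minus that of the control, and genes were counted at a log2 difference of at least 1 in either direction, the 2-fold threshold of the methods. With 1 array per condition no test across samples was possible, and no p-value is given. Array data have no read depth; the number of arrays limits the precision. The spread used as a yardstick is the pooled SD of the differences between probe sets of the same gene. It was 0.18, over 27649 probe sets of 8639 genes with a mean of at least 6. Probe sets of a gene need not be independent, so it may be too small. The median of a gene list was compared with those of 10000 random lists of the same size drawn from 20 bins of mean expression. No such comparison was made for lists that the article chose from these arrays or that were read from a figure.

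The samples, the comparisons, the gene lists and the alternatives were fixed before the data were examined. The genes named in the text are SMYD3, the genes the article names as changed or as SMYD3-interacting, the 12 largest increases and the 12 largest decreases, and up to 4 members of each list past 2-fold. The largest differences were taken among genes with a mean of at least 6 whose other probe sets of at least 6 all had the same direction. Sex-linked genes used to tell the sex of a donor were left out of the names and tables. Other genes are named after their values were seen, where the text says so.

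The steps were tested on simulated arrays with the real mean signals and noise of the size of the yardstick. Of 200 genes set to differ by 1.5 or 2.5 in either direction, 50 of 50 in each of the 4 classes were counted, and 0 of 17899 unchanged genes were, in a run on 18132 genes. The noise of dim probe sets can be larger than that simulated. The simulated noise was also small against the threshold and held no difference between cultures or arrays. The count of 0 therefore followed from the setting and is not a rate of false calls. The alternatives were other rules for the probe set that stands for a gene, filters on dim probe sets, other scalings, other thresholds, the series value table and the mean in place of the median of a list. Python 3.11.15 was used with pandas 2.3.3, NumPy 2.4.6, statsmodels 0.14.6 for the loess correction with a span of 0.3, and matplotlib 3.10.9.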

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

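The tests of interferon-stimulated genes below were chosen after the result was seen. The lists themselves were fixed in advance, but which of them count as discussed by the article, and the limit of 50 of 10000 random lists, were also decided after the values were seen.

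Interferon-stimulated genes were lower in the knockdown, with a median log2 difference of −0.19 over 33 genes, 21 of them lower, and 0 of 10000 random lists were as low; with the mean of all probe sets the median was −0.08, and 229 were as low, past the limit of 50. Besides DDX60, IFIT3, IFIT1 and OASL, RSAD2 and IFI44 were at least 2-fold lower, at −1.19 and −1.07, and ISG15 and IFIT2 differed by −0.99 and −0.94; these 4 are named after their values were seen. The group did not move as a whole, since 12 of the 33 genes were higher. Among them MX1, OAS1, IFI6 and IFI27, also named after their values were seen, differed by 0.19, 0.27, 0.24 and 0.27. Of these, MX1 was dim, and IFI27 differed by −0.29 at another probe set. The low median did not rest on members with a mean signal under 6. Over the 28 members of at least 6 it was −0.26, and 0 of 10000 random lists were as low. No single level separated signal from background, so noise of members near background but above 6 was not tested. An effect of SMYD3 and a difference between the 2 cultures other than SMYD3, such as in their response to the vector or virus, cannot be told apart with 1 array per condition.

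The gene list of glycine, serine and one-carbon metabolism had a median of −0.22 over 15 genes, 10 lower and 5 higher. As low were 1 of 10000 random lists, and at most 20 under the alternatives. PHGDH and PSAT1 were past 2-fold at the brightest probe set, and 3 genes at any. Both are also in the list of ATF4 genes, and TYMS is also in that of S phase, so these lists are not independent. Genes of the hypoxia response had a median of −0.20 over 22 genes, none past 2-fold at the brightest probe set and 1, ALDOC, at another (−2.63), with 2 of 10000 random lists as low; the limit of 50 was passed without _s_at and _x_at probe sets (−0.13, 160 as low) and with the list mean (−0.12, 240 as low). Metallothioneins, which bind zinc and copper, had a median of −0.26, with all 7 lower and MT1F lowest at −1.47, and 32 of 10000 random lists were as low, against 52 with the mean of all probe sets, 124 with any probe set, 86 with probe sets of at least 6 and 449 without _s_at and _x_at probe sets; related probe sets of this family can share signal. Basal keratinocyte markers had a median of 0.18 over 12 genes, with 33 of 10000 random lists as high. LAMB3 and DST were past 2-fold at the brightest probe set. Of the 12 genes, 7 were higher and 5 lower, among the latter KRT15 at −0.47, named after its value was seen. With the mean of all probe sets the median was 0.09 with 716 as high. Without _s_at and _x_at probe sets it was 0.12 with 675 as high.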

How the results depend on the processing

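None of the alternatives was chosen after the result was seen. The thresholds changed the counts most, by construction: 1.5-fold and 3-fold gave 270 and 5 higher and 400 and 15 lower. At 2-fold the probe set that stands for a gene mattered most. Counting any probe set gave 77 genes higher and 137 lower, and the mean of all probe sets 25 and 52. Both counts were within 1.5 times their main value under the filters on dim probe sets, the several-symbol probe sets, the probe sets without _s_at and _x_at, centring and loess. SMYD3 differed by −0.89 with the mean of its probe sets, the dim one included. MEST differed by −0.30 and −1.50, YAP1 by −0.31 and −1.06 with the mean and with any probe set, and GATA3, within 2-fold at its brightest probe set, by −1.02 and −1.44, both past 2-fold. Which probe sets measure the transcripts better was not tested. Of the 57 named genes past 2-fold, 38 were still past it with the mean of all probe sets, 56 with loess and 45 of the 50 measured without _s_at and _x_at. The mean in place of the median shifted 4 of 36 lists by more than 0.18, a size and not a test: the metallothioneins to −0.49, NF-kB target genes from 0.07 to 0.26, with 0 in place of 327 of 10000 random lists as high, and the SMYD family, which holds SMYD3, from −0.07 to −0.32, with 109 as low, and the 4 erythroid and globin genes, which hold HBE1, from −0.15 to −0.40, with 153 as low. Interferon-stimulated genes, from −0.19 to −0.36, and metalloproteinases, from 0.06 to 0.23, shifted by nearly as much. A mean gives weight to the few members past 2-fold, and with it the random lists as extreme went from 696 to 1 for ERK outputs, 337 to 0 for metalloproteinases, 196 to 2 for ATF4 genes and 692 to 33 for YAP/TAZ targets. The p53 target genes, at 52 as high, had 1 to 7 with the mean of all probe sets, any probe set, no _s_at and _x_at probe sets and loess. Cholesterol biosynthesis went from 94 as low to 12 with the mean of all probe sets and 4 with any, NRF2 targets from 262 as high to 46, 20 and 31 with the mean of all probe sets, any probe set and the list mean, and ATF4 genes to 19 and 26 with the mean of all probe sets and without _s_at and _x_at. Integrins and laminins turned from −0.09 to 0.26 with any probe set, with 11 as high, and fibroblast markers from 0.11 to −0.07 at a mean of at least 6. Every list that stood apart kept its direction under the 10 settings run, but for the Hippo pathway core up to 4112 of 10000 random lists were as low, for the basal keratinocyte markers up to 716 as high, for the metallothioneins up to 449 as low, for G2/M up to 423, for the hypoxia response up to 240 and for interferon-stimulated genes up to 229, against at most 22 for S phase and 20 for one-carbon metabolism. The series value table holds the same values, so it tests nothing. Centring tests little, as the median difference over all probe sets was −0.0012. For the counts of genes, the filters on dim probe sets can only take genes out of the main calls. The search for shRNA seed sites in 3′ untranslated regions was not run, as transcript sequences were not used here. No paired analysis was possible because each condition has 1 array. Signal over background limits dim probe sets, which were not told apart from background here.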

Differences from the paper's values

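None of the alternatives compared here was chosen after the result was seen; the search for the probe set with the largest difference in each gene is one of them. The paper reports 238 DEGs at a 2-fold threshold, 85 upregulated and 153 downregulated, where the brightest probe set of each gene gives 122, of which 43 are higher and 79 lower. Of the alternatives, counting any probe set gives 214, 77 and 137, each within 1.5 times the paper's number. The mean of all probe sets, the probe sets without _s_at and _x_at, several-symbol probe sets, both filters on dim probe sets, centring, loess, the series value table and the 1.5-fold and 3-fold thresholds do not. The paper's fold change for GATA3 is −2.71, against −1.93 here, and for YAP1 −2.08, against −1.64. Counting any probe set gives −2.71 and −2.08, and none of the other alternatives run for single genes comes within the yardstick of 0.18 on the log2 scale. The paper's text does not state which probe set stands for a gene.

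The paper describes MEST as the SMYD3-interacting gene that was downregulated. At its brightest probe set MEST differed by 0.03, and at the probe set with the largest difference by −1.50, which is past 2-fold. Of the genes the paper lists as DEGs, EZR and LOXL2 are within 2-fold at every probe set paired with them here, and BCL2, MAX, CREB5, DLX2, SMARCE1, PLSCR1, MAPK9, HNRNPU, ATF3, TSC22D3, GATA3 and YAP1 are past 2-fold only at a probe set other than the brightest. The others listed in the text and measured here, among them SMYD3, PLAC8, BCL6, MYC and TNC, are past 2-fold at the brightest probe set.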

Other observations

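Of the tests below, those of runs of neighbouring genes and of YAP1 target genes were chosen after the result was seen, with their limits; the others were fixed earlier.

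Some inflammatory genes were among the larger increases. Of 22 NF-kB target genes and cytokines, 12 were higher and 10 lower. IL1A, IL1B and PTGS2 were at least 2-fold higher. None was 2-fold lower, but BCL3, named after its value was seen, came near at −0.97. The median log2 difference of the list was 0.07, and 327 of 10000 random lists were as high. The list mean was 0.26, with 0 of 10000 as high, so the list stands apart by a few large differences more than by its middle. Along the prostaglandin pathway the direction was mixed, since PTGES, the prostaglandin E synthase, differed by −1.11 and PLAAT3, a phospholipase, by −1.45 while PTGS2 was higher; with the mean of all their probe sets PTGES and PLAAT3 were at −0.74 and −0.88. The metalloproteinases and their inhibitors had a median of 0.06 over 22 genes, with 337 of 10000 random lists as high, and a list mean of 0.23, with 0 as high; that mean includes the 2.31 of MMP12, whose control signal lay under the median of the ERCC control probe sets, so it carries little weight. Named after their values were seen, MMP10 and MMP3, both dim, and MMP1 were higher by 0.87, 0.82 and 0.81 at the brightest probe set. Another probe set of MMP1 was at 1.21. The inhibitors ran both ways, with TIMP2 at −0.94 and TIMP3 at 0.67, also named after their values were seen. Of the 22 genes of the list, 14 were higher and 8 lower. The random lists were not matched on gene position, so members that neighbour each other were not allowed for. Outputs of the ERK pathway had a median of 0.06 over 24 genes, 13 of them higher, with 696 of 10000 random lists as high, and a list mean of 0.18, with 1 as high. MYC, PHLDA1 at 1.15 (0.74 with the mean of its 4 probe sets) and DUSP5 were past 2-fold upward; of the others, named after their values were seen, IER3, EPHA2, DUSP6 and FOSL1 were higher by 0.72, 0.70, 0.65 and 0.64, and ETV5, CCND1 and EGR1 differed by −0.70, −0.62 and −0.56.

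Amino acid response genes driven by ATF4 had a median of −0.08 over 34 genes, 22 of them lower, with 196 of 10000 random lists as low. That number was 19 with the mean of all probe sets, 26 without _s_at and _x_at probe sets, 500 with any probe set, and 2 for the list mean of −0.19. PCK2 at −1.57, NUPR1, ASNS at −1.08, PHGDH and PSAT1 were at least 2-fold lower, while SESN2, SLC7A11 and DDIT3, named after their values were seen, were higher by 0.78, 0.67 and 0.48. In squamous differentiation, FLG, which encodes filaggrin, had a dim signal of 6.22 in the control and 3.83 in the knockdown, the latter under the 4.01 median of the ERCC control probe sets, so the size of its decrease is not given. SCEL, which encodes sciellin, differed by −1.16, and by −0.99 with the mean of its 6 probe sets, and the median over 37 genes was −0.05. Of the other SMYD genes, none was past 2-fold, with SMYD2 at −0.37 and SMYD4 at 0.31, named after their values were seen. Genes reported as SMYD3 targets had a median of −0.10 over 8 genes, none past 2-fold, with 1008 of 10000 random lists as low.

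The genes past 2-fold were set against 3 technical explanations. Genes with a mean signal under 6 did not supply an excess of them. The share past 2-fold was 0.398% among those genes and 0.745% among the rest, a ratio of 0.535. No single level separated signal from background, so noise of genes near background but above 6 was not tested. For RNA of another cell type, no marker list of fibroblasts, leukocytes, endothelial or erythroid cells had a median over 0.15 in size among members of at least 6. HBE1, an embryonic globin gene, differed by −1.25. That filter leaves out dim markers, which such RNA could raise. Over all 10 fibroblast markers the median was 0.11, with 181 of 10000 random lists as high. The test therefore cannot decide on a small amount of RNA of another cell type. Probe set noise stays open in part. Of 154 other probe sets of 68 such genes, 72.1% had the same direction by 0.5 or more, short of the 75% set in advance. At all, 95.5% had the same direction. Probe sets of a gene need not be independent, and some of FN1 gave the same difference of −1.1994, so these shares may be too high. Off-target silencing by the shRNA was not tested.

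YAP1 was lower at its brighter probe sets, and a hypothesis is that its output was lower too. WWTR1, which encodes TAZ and is named after its value was seen, was higher by 0.49. The list of YAP/TAZ targets therefore does not read out YAP1 alone. Of 22 YAP/TAZ target genes, CRIM1, CCDC80 and IGFBP3 were at least 2-fold lower, at −1.54, −1.24 and −1.13, and none was 2-fold higher; with the mean of its 6 probe sets CCDC80 was at −0.71. CCN2 and CCN1, 2 widely used targets named after their values were seen, ran in opposite directions, at −0.74 and 0.51. The median of the list was −0.07, and 692 of 10000 random lists were as low, which lies between the limits set for that test. The list mean was −0.18, with 33 of 10000 as low, so the answer depends on whether the 3 large differences are given weight, and the hypothesis stays open. The Hippo pathway core had a median of −0.15 over 25 genes, with 24 of 10000 random lists as low, a position lost without _s_at and _x_at probe sets (4112), with any probe set (2187), with the mean of all probe sets (1914) and with the list mean (174).

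Runs of neighbouring genes shared small differences. The highest median over 60 consecutive genes was 0.22, from FZD4 to ZC3H12C, and 0 of 1000 shuffles of gene order gave one as far from 0. That stretch also holds CASP1, at 1.32, and YAP1, which ran against it at −0.72 at its brightest probe set. The lowest median over 60 consecutive genes was −0.16, from DUSP22 to KDM1B, with 6 of 1000 shuffles as large. Neither run held zinc finger (ZNF) genes, which lie in clusters, so leaving those genes out changed neither. Other clusters of related genes were not left out, so their part in the runs was not tested. Several metalloproteinase genes also neighbour each other, so their list and a run of neighbours need not be separate observations. A gain or loss of a chromosome segment in 1 of the 2 cultures is a candidate explanation, but 71.7% of the 60 genes of the highest run were higher, where 90% was asked for, so it cannot be told apart from neighbours regulated together.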
